# Molecular profiling of aged neural progenitors identifies *Dbx2* as a candidate regulator of age‐associated neurogenic decline

**DOI:** 10.1111/acel.12745

**Published:** 2018-03-05

**Authors:** Giuseppe Lupo, Paola S. Nisi, Pilar Esteve, Yu‐Lee Paul, Clara Lopes Novo, Ben Sidders, Muhammad A. Khan, Stefano Biagioni, Hai‐Kun Liu, Paola Bovolenta, Emanuele Cacci, Peter J. Rugg‐Gunn

**Keywords:** DNA methylation, epigenetics, histone methylation, neural stem/progenitor cells, neurospheres, subventricular zone

## Abstract

Adult neurogenesis declines with aging due to the depletion and functional impairment of neural stem/progenitor cells (NSPCs). An improved understanding of the underlying mechanisms that drive age‐associated neurogenic deficiency could lead to the development of strategies to alleviate cognitive impairment and facilitate neuroregeneration. An essential step towards this aim is to investigate the molecular changes that occur in NSPC aging on a genomewide scale. In this study, we compare the transcriptional, histone methylation and DNA methylation signatures of NSPCs derived from the subventricular zone (SVZ) of young adult (3 months old) and aged (18 months old) mice. Surprisingly, the transcriptional and epigenomic profiles of SVZ‐derived NSPCs are largely unchanged in aged cells. Despite the global similarities, we detect robust age‐dependent changes at several hundred genes and regulatory elements, thereby identifying putative regulators of neurogenic decline. Within this list, the homeobox gene *Dbx2* is upregulated in vitro and in vivo, and its promoter region has altered histone and DNA methylation levels, in aged NSPCs. Using functional in vitro assays, we show that elevated *Dbx2* expression in young adult NSPCs promotes age‐related phenotypes, including the reduced proliferation of NSPC cultures and the altered transcript levels of age‐associated regulators of NSPC proliferation and differentiation. Depleting *Dbx2* in aged NSPCs caused the reverse gene expression changes. Taken together, these results provide new insights into the molecular programmes that are affected during mouse NSPC aging, and uncover a new functional role for *Dbx2* in promoting age‐related neurogenic decline.

## 1 INTRODUCTION

In the adult mouse forebrain, neurogenesis persists in two restricted niches located in the subventricular zone (SVZ) close to the lateral ventricles and in the subgranular zone (SGZ) within the dentate gyrus. In these regions, neural stem/progenitor cells (NSPCs) are maintained throughout adulthood and give rise to daughter cells that undergo differentiation into neurons and glia. Increasing evidence supports a role for adult neurogenesis in normal brain function and suggests that neurological disorders and neurodegeneration may be caused, at least in part, by reduced neuronal output of adult NSPCs (Goncalves, Schafer & Gage, 2016; Lledo & Valley, 2016).

Aging is a physiological process substantially affecting, in a time‐dependent manner, the function of somatic stem cells in multiple tissues (Signer & Morrison, 2013). Aging is associated with reduced neurogenesis in the mouse SVZ and SGZ (Encinas et al., 2011; Enwere et al., 2004; Lugert et al., 2010; Luo, Daniels, Lennington, Notti & Conover, 2006), which might lead to decreased olfactory function and cognitive hippocampus‐dependent impairment (Goncalves et al., 2016; Lledo & Valley, 2016). This age‐associated neurogenic decline appears to be caused both by a depletion in the NSPC pool of the aged niche (Ahlenius, Visan, Kokaia, Lindvall & Kokaia, 2009; Bouab, Paliouras, Aumont, Forest‐Berard & Fernandes, 2011; Corenblum et al., 2016; Enwere et al., 2004; Luo et al., 2006; Maslov, Barone, Plunkett & Pruitt, 2004; Molofsky et al., 2006; Stoll et al., 2011) and by the decreased capacity of the remaining NSPCs to sustain proliferation and neuronal differentiation, as revealed by in vitro studies (Ahlenius et al., 2009; Apostolopoulou et al., 2017; Corenblum et al., 2016; Daynac, Morizur, Chicheportiche, Mouthon & Boussin, 2016; Daynac et al., 2014; L'Episcopo et al., 2013; Shi et al., 2017; Zhu et al., 2014). NSPCs undergo cell autonomous age‐related changes that affect intracellular molecular pathways, including the altered expression of telomerase and cell cycle regulators, which have been linked to the decline in NSPC proliferation upon aging (Caporaso, Lim, Alvarez‐Buylla & Chao, 2003; Molofsky et al., 2006; Nishino, Kim, Chada & Morrison, 2008). Transcriptional analysis of the aged whole SVZ cell population (including NSPCs, differentiated cells and non‐neural cell types) identified several misregulated genes that are associated with NSPC proliferation and differentiation, suggesting that intrinsic gene expression changes in aged NSPCs can alter adult neurogenesis (Apostolopoulou et al., 2017; Shi et al., 2017). The transcriptional regulators that cause these effects and their roles in relaying extrinsic niche signals remain largely unclear.

Attenuating the age‐associated decline in somatic stem cell function can be achieved by modulating the extracellular environment (Adler et al., 2007; Conboy et al., 2005; Villeda et al., 2011), which implicates epigenetic regulation as a key component of stem cell aging (Beerman & Rossi, 2015; O'Sullivan & Karlseder, 2012; Rando & Chang, 2012). To date, the epigenomes of three stem cell populations have been examined upon mouse and human aging: blood stem cells, mesenchymal stem cells and muscle satellite cells (Beerman et al., 2013; Bocker et al., 2011; Bork et al., 2010; Fernandez et al., 2015; Liu et al., 2013; Sun et al., 2014). Together, these studies conclude that the stem cell epigenome is relatively stable during aging, with a small number of potentially important loci that are significantly altered (Beerman & Rossi, 2015). Genes encoding self‐renewal and differentiation factors are particularly vulnerable to age‐dependent alterations, and, although often do not have an immediate impact on transcriptional changes; they might alter the potential or future decisions of the stem cells (Beerman & Rossi, 2015). Notably, the global epigenetic profiles have not been examined in aging NSPCs or in any aged somatic stem cell from nonmesoderm derivatives. This knowledge gap is important to address to identify potential age‐associated drivers of neurogenic decline, and to understand the commonalities in intrinsic mechanisms that might underpin somatic stem cell aging.

To address these deficits, we have generated molecular profiles of NSPCs derived from the SVZ of young adult and aging mice. We identified age‐dependent changes at several hundred genes and regulatory elements, thereby identifying putative regulators of neurogenic decline. Among them, we focused our attention on the transcription factor‐encoding gene *Dbx2*, which was upregulated in aged NSPCs and has not been associated previously with aging. Functional assays revealed that increased *Dbx2* transcript levels in young adult NSPCs promote age‐related phenotypes, including the reduced proliferation of NSPC cultures and the altered expression levels of age‐associated regulators of NSPC proliferation and differentiation. Partial reduction of *Dbx2* levels in aged NSPCs caused an opposite transcriptional response. Taken together, these results provide new insights into the molecular programmes that are affected during mouse NSPC aging, and identify a *Dbx2*‐dependent transcriptional programme involved in the functional decline of NSPCs in the aged SVZ.

## 2 RESULTS

### 2.1 Comparative transcriptomic analysis of NSPCs derived from the young adult and aged SVZ

We derived three cohorts of NSPCs from the SVZ of young adult (3 months old, 3 months) and aged (18 months) mice and expanded the cells for two passages (2–3 weeks) in nonadherent culture conditions. 

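Poly(A) RNA was sequenced from 3 derivations of young adult and 3 of aged male C57BL/6J/Babr mice, each pooled from 5 mice and harvested at passage 2, and from 1 young adult and 1 aged derivation of the C57BL/10 strain. The authors deposited 1 value per gene and library, the log2 RPM (reads scaled to the library total), for 25965 genes. The steps between the low values of each library gave back whole reads. All values between 1 and 1000 reads came out whole within 0.02 reads, and a gene with no read held the log2 RPM of 0.9 reads. On this scale the young adult libraries held 41053972, 16952486 and 26096337 reads and the aged libraries 39993194, 27689318 and 39470818, of which 65.5% to 68.8% lay on genes. The C57BL/10 libraries held 27183304 reads (young adult) and 24582963 (aged). The aligner and the counting program are not given in the sources used here. The log2 RPM were compared between ages with limma's moderated test with a mean-variance trend and Benjamini-Hochberg adjustment, over the 14858 genes with a mean log2 RPM of at least -2 across the 6 C57BL/6J/Babr libraries.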

We used neurospheres that formed during the second passage to generate expression profiles by RNA sequencing (RNA‐seq). Analysis of these data revealed that the majority of genes were expressed at similar levels between adult and aged samples, although 254 genes were differentially expressed (Figure 1a and Table S1; False Discovery Rate (FDR) < .05). 

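With limma, 0 of the 14858 genes tested reached an adjusted p under 0.05, and 258 had an unadjusted p under 0.05. The quasi-likelihood test of edgeR on whole reads called 0 genes (257 with an unadjusted p under 0.05), and DESeq2 called 4, all lower in aged NSPCs. All 3 aged libraries lay on one side of all 3 young adult libraries in 772 genes (5.20%), where exchangeable libraries give 10%. They are not fully exchangeable, since young adult and aged libraries with the same replicate number deviated together. With the replicate number as a block limma called 74 genes, 30 higher and 44 lower in aged NSPCs. Of these, 68 are among the genes of Table S1, all with the direction of the table. The 6 called genes outside Table S1 all lie at the ends of chromosomes X and Y. There 8 called genes were lower in aged NSPCs, and fewer DNA copies in the aged libraries may explain this fall. The 2 genes that DESeq2 called outside Table S1 lie there too. Of the 254 genes of Table S1, 238 were tested, 237 of them had the same direction here, and the log2 fold changes correlated with those of the table (Pearson correlation 0.933 across genes, which are not independent replicates). Adjusted over the list alone, 36 of these genes had an adjusted p under 0.05 without the block and 231 with it. The list was chosen on these libraries, so this is not independent evidence. From the comparison of both ages, the paper concludes that most genes are expressed at similar levels and that a limited set is differentially expressed.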

As an initial confirmation of our dataset, we detected changes in *Dlx2* and *Let‐7b* expression, which are misregulated in aged NSPCs (Nishino et al., 2008; Shi et al., 2017). Furthermore, many cell type‐specific genes were detected at comparable levels in adult and aged samples, indicating that the cellular composition of the neurospheres was unchanged with age (Figure S1A).

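Dlx2 (chromosome 2 of GRCm38, 71543409 to 71546754) had a log2 RPM of 1.34 ± 0.75 (SD, n = 3) in young adult and 0.55 ± 0.72 (SD, n = 3) in aged NSPCs. Its log2 fold change was -0.79 (standard error 0.46, adjusted p = 0.99998 from limma, and 0.138 with the replicate block), and it was lower in the aged library in all 3 replicate numbers. The Let-7b transcript was not analysed here.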

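Marker lists for 8 neural and vascular cell types were tested with camera on the limma fit. Only the astrocyte list passed, with a median log2 fold change of -0.20, 1 of its 7 genes higher in aged NSPCs and an adjusted p of 0.0186 (0.00123 with the replicate block). In fry, which estimates the correlation between genes, no list passed (adjusted p = 0.89998 for the astrocyte list, and 0.370 with the block). Gfap, Aldoc and Aldh1l1 of this list are genes of Table S1. The median log2 fold change was 0.01 for the NSPC list (8 genes), 0.15 for the neuronal list (5), 0.11 for the oligodendrocyte lineage list (8), 0.06 for the endothelial list (3), 0.28 for the pericyte list (3) and -0.16 for the ependymal list (4). Of the microglial list, 1 of 6 genes was expressed highly enough to be tested (-0.11).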

**Figure 1:**
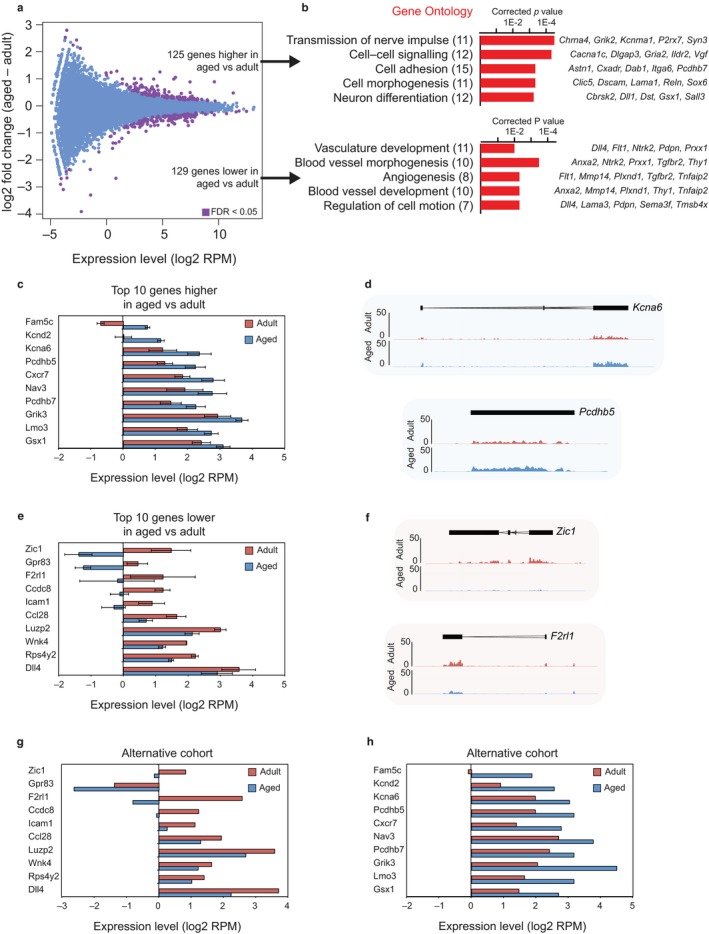
Identification of differentially expressed genes in NSPCs derived from the SVZ of young adult and aged mice. (a) MA plot of RNA‐seq data from NSPCs derived from the SVZ of aged and young adult mice. For each age, three independent derivations of SVZ NSPCs were used for this analysis. A Limma moderated *t* test with multiple testing corrections identified genes with a false discovery rate (FDR) of <.05, and these genes were classified as differentially expressed. (b) Top GO terms of differentially expressed gene sets that are upregulated (upper) and downregulated (lower) in aged compared to young adult NSPCs. Numbers of genes are shown; example genes within each GO category are listed (right). Corrected *p*‐values were calculated using a modified Fisher's exact test followed by Bonferroni's multiple comparison test. (c–f) Summary of the ten most strongly upregulated (c, d) or downregulated (e, f) genes in NSPCs from aged mice. Charts in (c, e) show log_2_ RPM expression levels in adult and aged NSPCs. Data show mean ± *SD*;* n* = 3 biological replicates. Genome browser representations in (d, f) show the density of RNA‐seq reads across transcribed regions of representative genes. (g–h) RNA‐seq analysis of an alternative set of NSPC derivations from mice that were housed in a separate facility and from a different strain (C57BL/10). The results show consistent gene expression changes for upregulated (g) and downregulated (h) genes, demonstrating that the observed age‐related transcriptional changes were independent of the genetic background and laboratory conditions of the mice

To gain insight into the biological function of the identified genes, we performed Gene Ontology (GO) analysis of the 125 genes that were upregulated in the aged NSPCs compared with the young adult NSPCs. This analysis revealed an enrichment for processes associated with neuron differentiation, cell signalling and cell morphogenesis (Figure 1b, top). GO terms associated with the 129 genes that were downregulated in the aged NSPCs included vasculature development, angiogenesis and regulation of cell motion (Figure 1b, bottom). Misregulated genes with the largest fold change are shown in Figure 1c–f. 

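Among the genes shown, Zic1 had a log2 RPM of 1.49 ± 1.06 (SD, n = 3) in young adult and -1.37 ± 0.73 (SD, n = 3) in aged NSPCs, a log2 fold change of -2.87 (standard error 0.57, adjusted p = 0.99998 from limma, and 0.0306 with the replicate block). Cxcr7 rose from 1.83 ± 0.40 to 2.78 ± 0.60 (SD, n = 3 each), a log2 fold change of 0.94 (adjusted p = 0.0216 from limma with the replicate block). Fam5c had a log2 RPM of -0.64 ± 0.24 in young adult and 0.79 ± 0.10 in aged NSPCs (SD, n = 3 each), a log2 fold change of 1.43 (adjusted p = 0.0253 from limma with the replicate block). In each of these genes all 3 aged libraries lay on one side of all 3 young adult libraries.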

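In the separate cohort of C57BL/10 mice, sequenced as 1 library per age, 229 of the 238 tested genes of Table S1 (96.2%) changed in the direction of the C57BL/6J/Babr libraries. The median log2 fold change, signed by that direction, was 0.64, above the highest of 10000 random lists of the same size matched on mean expression (0.076). Of the genes of Table S1 higher in aged NSPCs, 112 of 116 were higher in the aged C57BL/10 library, and 117 of 122 of those lower in aged NSPCs were lower. Among the 74 genes called by limma with the replicate block, the share was 91.9%, or 68 of the 70 with a read in this pair, a condition set after the values were seen. The called genes without the same direction were CR536618.1, G530011O06Rik, AC151712.1, AC151712.3, AC151712.4 and AC151712.5. All of them lie at the ends of chromosomes X and Y, where the strains differ in RNA. With 1 library per age there is no replicate check, and genes are not independent replicates. The paper takes this cohort as evidence that aging itself drives the changes in expression.

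**Figure D1:**
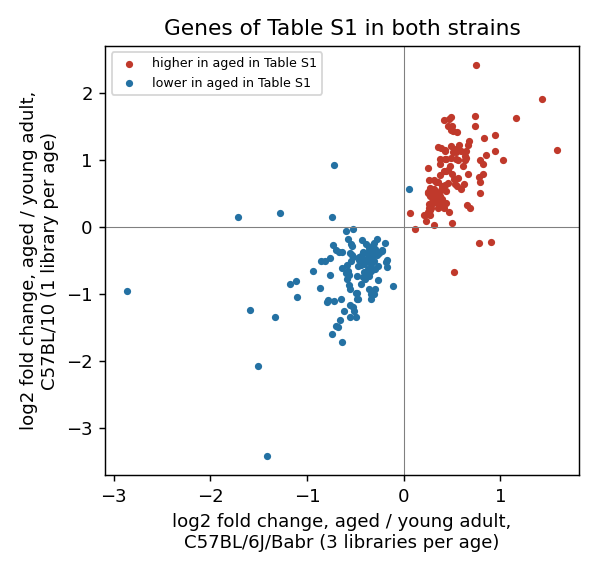
Log2 fold change (aged over young adult) of the genes of Table S1 in the C57BL/6J/Babr libraries (x axis, 3 libraries per age) and in the C57BL/10 libraries (y axis, 1 library per age). Each point is a gene, red if higher and blue if lower in aged NSPCs in Table S1, and 229 of 238 points share the sign on both axes.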

We validated our findings with a separate cohort of adult and aged NSPCs from mice that were housed in a different facility, thereby affirming that aging itself was the main driver of the observed gene expression changes (Figure 1g,h). These results provide a robust and comprehensive gene expression data set for young adult and aged NSPCs.

### 2.2 Epigenome profiling identifies differences between young adult and aged SVZ NSPCs

Epigenetic control of gene regulation through DNA and histone modifications has a pivotal role to ensure the appropriate transcriptional programmes during embryonic and adult neurogenesis (Cacci, Negri, Biagioni & Lupo, 2017) and can be misregulated in aged stem cell compartments (Beerman & Rossi, 2015). Altered epigenetic mechanisms could also be involved in age‐associated neurogenic decline, but little is known about the epigenetic changes that occur during the aging of adult NSPCs.

We first investigated DNA methylation levels by profiling 5‐methylcytosine (5mC) and 5‐hydroxymethylcytosine (5hmC) using whole‐genome bisulphite (BS‐seq) and oxidative bisulphite (oxBS‐seq) sequencing. 

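BS-seq reads 5mC and 5hmC together, and oxBS-seq reads 5mC alone, since 5hmC is oxidized first. Each of 3 young adult and 3 aged derivations gave 1 BS and 1 oxBS library. The authors deposited the methylated and unmethylated calls counted at each CpG position of GRCm38. The young adult oxBS libraries held 17835007, 21333098 and 21389132 calls and the aged ones 20925438, 20379283 and 13616283. The BS libraries held between 23121086 and 30400033 calls. A covered position held between 1.203 and 1.480 calls on average, so single sites were not compared. Calls were summed over the genome, over compartments and over regions, which gives 1 percentage per library. Percentages were compared by a two-sided exact permutation test of 3 against 3, whose smallest p is 0.1, and regions by a quasi-binomial model of the calls with the dispersion moderated across regions, where every library had at least 10 calls.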

Globally, the levels of 5mC and 5hmC were very similar between the young adult and aged NSPCs (Figure 2a,b). 

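Over all calls, 5mC was 71.0% ± 0.69 (SD, n = 3) in young adult and 71.3% ± 0.56 (SD, n = 3) in aged NSPCs, a difference of 0.313 percentage points that is smaller than the spread between replicates (exact permutation test, two-sided, p = 0.5). It was higher in the aged library in all 3 replicate numbers, and the paired exact test gave p = 0.25, the smallest possible. Taken as the BS minus the oxBS percentage of the same replicate number, 5hmC was 0.971% ± 0.059 and 0.883% ± 0.11 (SD, n = 3 each), a difference of -0.0884 percentage points (exact permutation test, p = 0.3). The alternative that moved both most was the mean over the few sites with at least 5 calls, which gave -2.07 percentage points for 5mC and 2.88 for 5hmC, with an SD in aged NSPCs of 4.96 and 6.28. From these levels the paper concludes that global 5mC and 5hmC were very similar between the ages.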

In keeping with other mammalian cell types, low 5mC levels were found in CpG islands (CGIs), and high methylation levels were found in gene bodies and repetitive elements such as L1 and LTR (Figure 2a). Furthermore, the distribution of 5mC across various genome compartments was indistinguishable between the adult and aged samples (Figure 2c). 

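In oxBS calls, promoter windows of 2.5 kb on either side of the TSS held 43.8% ± 0.50 5mC in young adult and 44.4% ± 0.34 in aged NSPCs (SD, n = 3 each, exact permutation test, p = 0.2). CpG islands called from the reference sequence held 23.02% ± 0.21 and 23.5% ± 0.32 (p = 0.2 in the same exact test), gene bodies 77.2% ± 0.81 and 77.4% ± 0.72 (p = 0.7), and intergenic sequence 74.5% ± 0.76 and 74.7% ± 0.78 (p = 0.7). Each library had at least 1132053 calls in each compartment. The differences for gene bodies and intergenic sequence changed sign without young adult replicate 1 (-0.0485 and -0.162 percentage points) and without aged replicate 3 (-0.126 and -0.142), while in all 4 compartments the aged library was higher in all 3 replicate numbers. L1 and LTR elements were not analysed here.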

To look for localized differences in DNA methylation between adult and aged NSPCs, we applied a chi‐squared test with multiple testing corrections to define differentially methylated regions (DMRs; *p*_adj_ < .05). 

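The CpG islands used by the authors are not given in the sources used here, so islands were called from GRCm38 as windows of 200 bp with at least 50% GC and an observed to expected CpG ratio above 0.6. In the oxBS libraries 15660 islands had at least 10 calls in every library. With the quasi-binomial model, 0 of them had an adjusted p under 0.05 and a difference of at least 10 percentage points, and 842 had an unadjusted p under 0.05. A chi-squared test on calls pooled over the 3 replicates called 36, 22 higher and 14 lower in aged NSPCs. In the BS libraries, 0 of 19778 islands passed the quasi-binomial model and 64 the chi-squared test.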

Using this approach, we identified 330 DMRs that overlapped with CGIs (Figure 2d and Table S2). There were 119 DMRs with reduced 5mC levels (hypo‐DMRs) and 211 DMRs with increased 5mC levels (hyper‐DMRs) in the aged NSPCs compared with young adult NSPCs. 

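The percentages that Table S2 gives for the 330 regions were rebuilt within 0.01 percentage points, in both ages for all 330, from the calls of the BS libraries, and for at most 3 regions from the oxBS libraries. In pooled BS calls, 329 regions had the direction of Table S2, with a median difference signed by the table of 19.6 percentage points. In pooled oxBS calls, which read 5mC alone, 187 regions (56.7%) had the direction of Table S2, with a median of 1.84 percentage points. Of the 142 regions with at least 10 calls in every oxBS library, the quasi-binomial model called 1, on chromosome 12 from 20232705 to 20234442, with 69.7% ± 0.47 in young adult and 49.5% ± 4.8 in aged NSPCs (SD, n = 3 each). Its Benjamini-Hochberg adjusted p from the model was 0.0115, and 10 regions had an unadjusted p under 0.05. Without young adult replicate 2 or 3 no region was called. Over the 142 regions the median oxBS difference signed by the table was 1.29 percentage points, and it depended on single libraries. Without each library in turn it ranged from -0.0700 (without young adult replicate 1, 49.3% in the direction of the table) to 3.34 (without young adult replicate 3, 60.6%). The chi-squared test on pooled calls called 16. In the BS libraries, from which the percentages come, the model called 26 of 212 regions, and 1 with the replicate block. The paper states that these regions gain or lose 5mC with age.

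**Figure D2:**
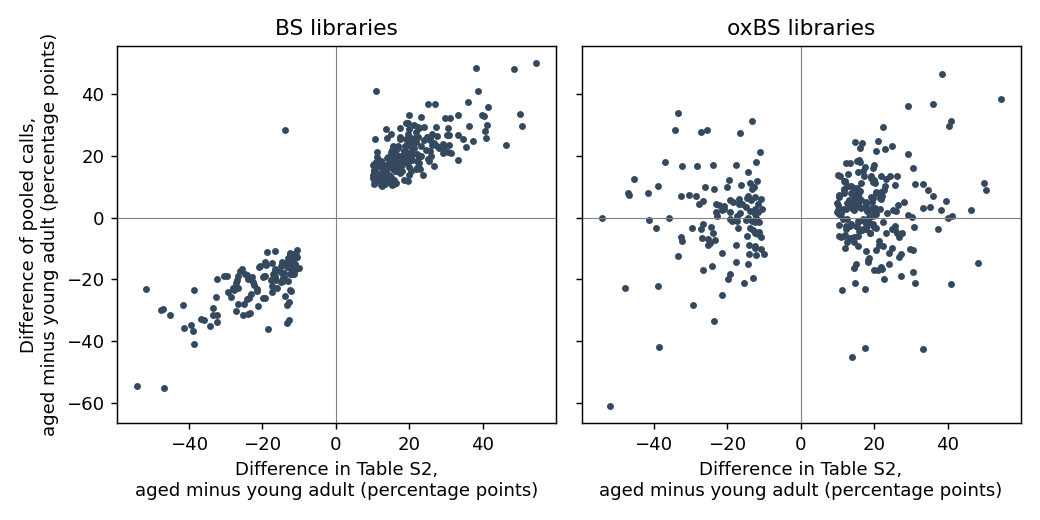
Difference in methylation (aged minus young adult, percentage points) of the 330 regions of Table S2, with the difference printed in Table S2 on the x axis and the difference of pooled calls on the y axis, in the BS libraries (left) and the oxBS libraries (right). Each point is a region. The slope is 0.936 in BS and 0.0765 in oxBS libraries.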

The majority of hypo‐DMRs (67%) and hyper‐DMRs (80%) were within 2kb of a gene (Figure 2e) and were associated with 79 and 162 genes, respectively (Figure 2f).

**Figure 2:**
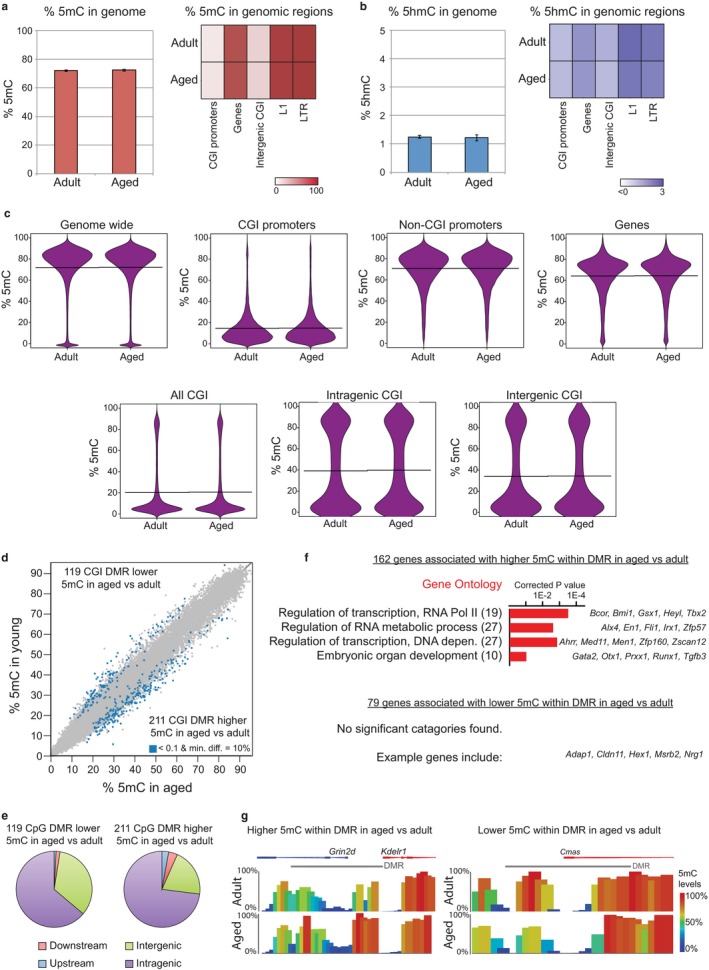
Genomewide profiling of DNA methylation in young adult and aged NSPCs identifies differentially methylated regions that are associated with gene promoters. (a–b) BS‐seq and oxBS‐seq analysis of 5mC (a) and 5hmC (b) in adult and aged NSPCs. Boxplots show the average levels of 5mC and 5hmC over the whole genome (mean ± *SD*;* n* = 3 biological replicates). Heatmaps show the percentage of 5mC and 5hmC in genes, CGIs located within promoters or intergenic regions, and transposon elements (L1, LTR). (c) Bean plots showing the distribution of 5mC levels for different genomic features in adult and aged NSPCs. (d) Scatter plot comparing 5mC levels at individual CGIs between adult and aged NSPCs. CGIs that correspond to differentially methylated regions (DMRs) are highlighted in blue (*p* < .05, chi‐squared test with multiple testing corrections, and a minimum difference in methylation of 10%). (e) Pie charts showing the percentages of DMRs that are located within less than 2 kb upstream or downstream of a gene, or that are found in intragenic or intergenic regions. (f) Top GO terms of genes that are associated with differentially methylated regions either hypomethylated (upper) or hypermethylated (lower) in aged compared to adult NSPCs. Numbers of genes are shown; example genes within each GO category are listed (right). Corrected *p*‐values were calculated using a modified Fisher's exact test followed by Bonferroni's multiple comparison test. (g) Genome browser tracks of 5mC levels in adult and aged NSPCs across representative differentially methylated CGIs (indicated by grey line) that overlap with gene promoters

GO analysis of the genes with hyper‐DMRs revealed an enrichment for biological processes associated with transcription factors including *Bmi1*,* Prdm1*,* Tbx2* and with multicellular organism development (Figure 2f). 

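The region of Bmi1 (chromosome 2 of GRCm38, 18688567 to 18690800) held 9.26% ± 2.8 5mC in young adult and 13.3% ± 7.3 in aged NSPCs in oxBS calls (SD, n = 3 each). That of Prdm1 (chromosome 10, 44526912 to 44527536) held 23.2% ± 9.0 and 36.1% ± 13 (SD, n = 3 each). Their Benjamini-Hochberg adjusted p from the quasi-binomial model were 0.846 and 0.788. The region of Tbx2 (chromosome 11, 85834494 to 85834929) had 25 oxBS calls in young adult and 52 in aged NSPCs, too few for the model, and its pooled oxBS difference was 11.0 percentage points. In pooled BS calls the differences were 16.8 (Bmi1, adjusted p = 5.8e-04 from the quasi-binomial model), 23.2 (Prdm1) and 32.1 (Tbx2) percentage points. The percentages of Table S2 come from these BS libraries, so BS values at its regions, here and below, are not independent evidence.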

Genes associated with hypo‐DMRs were not significantly enriched for any GO categories, but example genes include *Arx, Dlg2* and *Slmo1*. 

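The region of Dlg2 (chromosome 7 of GRCm38, 92180438 to 92181092) had a pooled oxBS difference, aged minus young adult, of 4.17 percentage points (adjusted p = 0.846 from the quasi-binomial model) and a BS difference of -21.8. That of Slmo1 (chromosome 18, 67472725 to 67473233) had an oxBS difference of -22.9 percentage points over 56 and 20 calls and a BS difference of -29.8.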

Genome browser representations are shown for DMRs associated with *Grin2d* and *Cmas* (Figure 2g). 

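The region of Grin2d (chromosome 7 of GRCm38, 45869658 to 45870157) lies within the gene. It held 39.8% ± 17 in young adult and 29.9% ± 14 in aged NSPCs in oxBS calls (SD, n = 3 each), over only 21 and 32 calls, which were too few for the model. In pooled BS calls the region was 17.5 percentage points higher in aged NSPCs (adjusted p = 0.0918 from the quasi-binomial model). No region of Cmas was analysed here.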

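Across the 114 genes of Table S2 with at least 10 calls in every oxBS library and a value in RNA, the oxBS difference and the log2 fold change in RNA had a Pearson correlation of -0.0223 (permutation p = 0.813) and a Spearman correlation of -0.00571 (permutation p = 0.953). The sign depended on the genes kept, with a Pearson correlation of 0.157 (permutation p = 0.203) in the 67 genes with a mean log2 RPM of at least 0 and a region within or upstream of them, and of 0.0947 (permutation p = 0.394) in the 83 genes that reach the mean log2 RPM of the RNA test, a choice made after the values were seen. Genes are not independent replicates. At Chl1 the pooled oxBS difference was -21.02 percentage points and the BS difference 21.001, with a log2 fold change in RNA of -0.54. At Zfp536 they were -5.00 and 21.5 percentage points, with a log2 fold change of -0.74. At Fam179a they were -8.91 and -31.6, with a log2 fold change of 0.33. At Tmcc3 they were 16.8 and -22.9, with a log2 fold change of 0.39. The quasi-binomial model called none of these regions in oxBS calls, so the oxBS differences do not show a change against the direction of the paper. None of these log2 fold changes had an adjusted p under 0.05 in limma, with or without the replicate block.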

Overall, there was no correlation between the changes in DNA methylation and the changes in the expression of the nearest gene (not shown), although there were several examples where the gain of DNA methylation was associated with a transcriptional downregulation upon aging (e.g. *Chl1, Zfp536*) and where the loss of DNA methylation was associated with a transcriptional upregulation (e.g. *Fam179a, Tmcc3*). These findings show that DNA methylation levels and distribution are very similar between adult and aged NSPCs, although we have identified several hundred regions that are differentially methylated and are near to genes.

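For native ChIP-seq of micrococcal nuclease digested chromatin, the authors deposited 1 value per age for H3K4me3, H3K27me3 and Input, the log2 RPM in a window of 5000 bp centred on each TSS, for 72923 transcripts of 25888 genes on GRCm38. These are the authors' values over the 3 replicates of each age, so no spread, standard error or p between ages can be had from them, and the read depth behind them is unknown. The regions of Tables S3 and S4 are 2500 bp long. A window was counted as changed if its value differed between ages by at least 1.5-fold and was above a log2 RPM of 1 in at least 1 age, which is the rule of the paper's figures.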

We also profiled the genomewide localization of histone H3 lysine 4 trimethylation (H3K4me3) and histone H3 lysine 27 trimethylation (H3K27me3) using chromatin immunoprecipitation combined with sequencing (ChIP‐seq). We identified 30,406 H3K4me3 peaks (MACS, *p* < 1E−9) that were associated with 13,030 transcriptional start sites (TSS) in adult NSPCs, and 28,854 peaks associated with 12,955 TSS in aged NSPCs. The majority of H3K4me3 signal was centred on the TSS of genes, and this distribution profile was identical for the adult and aged NSPCs (Figure 3a). We did not observe the broadening of H3K4me3 peaks that have been reported in aged blood stem cells (Sun et al., 2014). 

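By this rule 149 windows of 100 genes differed in H3K4me3, 35 higher and 114 lower in aged NSPCs. With 1 window per gene the counts were 14 and 41. All windows above the level together moved by a median of 0.21 on the log2 scale, and the balance depends on the scaling, with 67 higher and 88 lower after quantile normalization. With the Input of the same age subtracted, 2186 windows passed, of which 82.1% were higher in aged NSPCs. Of the 78 transcripts of Table S3, 71 were matched, 69 had the direction of the table, and 36 passed the rule in these longer windows. The log2 changes correlated with those of Table S3 (Pearson correlation 0.963 across transcripts).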

Focusing on gene promoters (−2 kb to +0.5 kb from TSS), we identified 27 regions with increased H3K4me3 levels in the aged NSPCs compared with the adult NSPCs, and 51 regions with the opposite trend (Figure 3b and Table S3). 

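The Pcdhb5 window (chromosome 18 of GRCm38, 37317881 to 37322881) had an H3K4me3 log2 RPM of 0.78 in young adult and 1.83 in aged NSPCs. Cxcr7 rose from 4.09 to 4.87 and Ramp1 from 3.10 to 3.78, and F2rl2 fell from 1.78 to 1.07 and Fbp1 from 1.61 to 0.96. Table S3 lists several transcripts of Pax6 and of St18. At these the change here ranged from -1.09 to -0.38 for Pax6 and from -1.02 to -1.01 for St18. At other windows of these genes, those of Pax6-012 and St18-008, it was 0.06 and 0.02. With 1 window per gene, the largest falls were at AC151712.4 (-1.38), CR536618.1 (-1.11), Gm15415 (-1.05), AC241593.1 (-1.01) and AC151712.5 (-0.995). At AC151712.4, CR536618.1 and AC151712.5 the Input changed by -0.95, -1.05 and -1.08 on the log2 scale. The largest rises beside Pcdhb5 and Cxcr7 were at Pcdhb2 (0.88), Pcdhb7 (0.82) and Mfng (0.75).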

Gene promoters with the largest changes in H3K4me3 upon NSPC aging are shown in Figure 3c–f. Overall, there was a significant correlation between the changes in H3K4me3 promoter levels and the changes in the expression of the associated gene (Figure 3g; Pearson correlation test, *p* < .0001).

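Across the 149 windows, the log2 change in H3K4me3 and in RNA had a Pearson correlation of 0.495 (permutation p = 1e-05, the smallest that 100000 resamples give) and a Spearman correlation of 0.443 (permutation p = 1e-05). With 1 window per gene the Pearson correlation was 0.602 (55 windows). All these windows were picked for a change in H3K4me3. Of the 149, 16 lie at the ends of chromosomes X and Y, where H3K4me3, Input and RNA all fell. Fewer DNA copies there may raise the correlation, which was not computed without these windows. Over all windows with a mean of at least 0, 1 per gene, the Pearson correlation was lower, 0.298 (17239 windows, permutation p = 1e-05). In those of genes that reach the mean log2 RPM of the RNA test, chosen after the values were seen, it was 0.242 (13677 windows). A gene with no read holds an RNA change set by the library sizes, and in the 96 windows of genes that reach the mean log2 RPM of the RNA test, a choice made after the values were seen, the Pearson correlation was 0.591 (permutation p = 1e-05). Windows are not independent replicates. From this correlation the paper states that changes in promoter H3K4me3 and in expression are related.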

**Figure 3:**
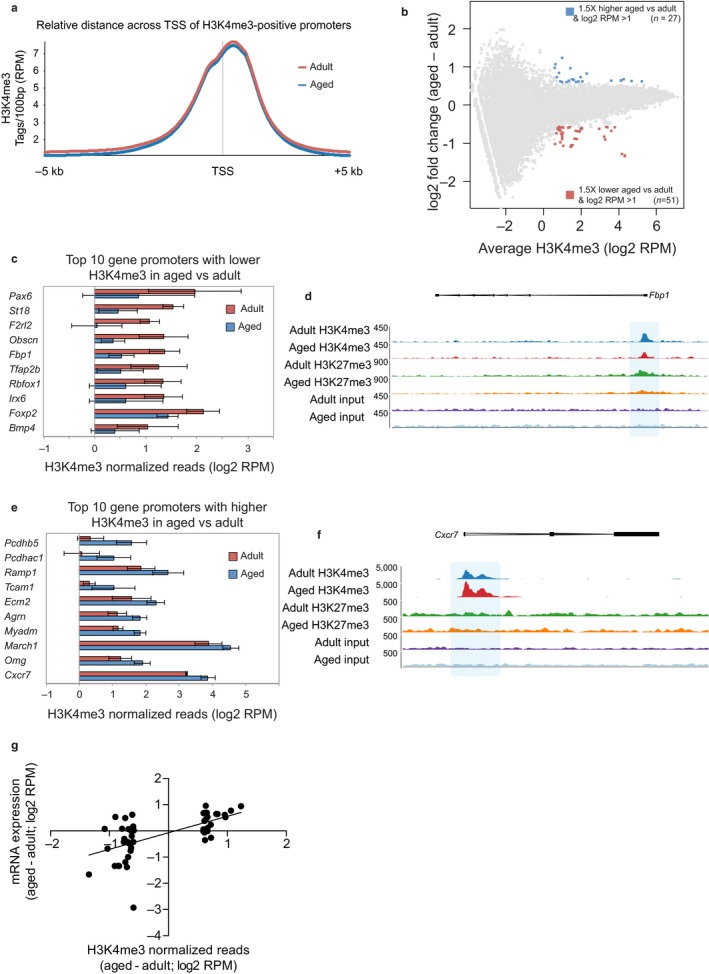
Genomewide analysis of H3K4me3 levels in young adult and aged NSPCs. (a) Quantitative trend plot of H3K4me3 normalized ChIP‐seq reads over TSS ± 5 kb. (b) MA plot of H3K4me3 ChIP‐seq data for adult and aged NSPCs. Data are shown as the average of three biological replicates. (c–f) Summary of the ten gene promoters showing the strongest decrease (c, d) or increase (e, f) in H3K4me3 signal in aged NSPCs compared to adult NSPCs. Charts in (c, e) show H3K4me3 normalized reads (log_2_ RPM) in adult and aged NSPCs. Data show mean ± *SD*;* n* = 3 biological replicates. Genome browser representations in (d, f) show the density of H3K4me3 ChIP‐seq reads across two example genes. (g) Comparison of RNA‐seq log_2_ fold change (*y*‐axis) and H3K4me3 ChIP‐seq log_2_ fold change (*x*‐axis) for the 78 transcripts that have differential H3K4me3 promoter levels between adult and aged NSPCs. There is a significant correlation between gene expression changes and differences in H3K4me3 levels according to Pearson correlation test (*p* < .0001)

Analysis of the H3K27me3 ChIP‐seq data identified 43,640 peaks (MACS, *p* < 1E−9) that were associated with 3,819 TSS in adult NSPCs, and 43,569 peaks associated with 3,836 TSS in aged NSPCs. The distribution of H3K27me3 across gene promoter regions was similar for the adult and aged NSPCs, with a broad peak centred on the TSS of genes (Figure 4a). Quantitation of these regions identified a set of 202 gene promoters with increased H3K27me3 levels in the aged NSPCs compared with the adult NSPCs, and 92 gene promoters with the opposite pattern (Figure 4b and Table S4). 

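By the same rule 941 windows of 579 genes differed in H3K27me3, 418 higher and 523 lower in aged NSPCs. With 1 window per gene the counts were 198 and 230, at 2-fold 34 and 67, and after quantile normalization 448 and 448. With the Input subtracted, 832 windows were higher and 1128 lower. Of the 294 transcripts of Table S4, 282 were matched, 279 had the direction of the table, and 97 passed the rule. The log2 changes correlated with those of Table S4 (Pearson correlation 0.935 across transcripts).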

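The Igf2bp2 window (chromosome 16 of GRCm38, 22158950 to 22163950) had an H3K27me3 log2 RPM of 3.72 in young adult and 4.79 in aged NSPCs. Hmga2 rose from 0.86 to 2.32, Bmp5 from 1.14 to 2.36 and Prrg4 from 1.25 to 2.12. Elfn2 fell from 1.72 to 1.22 and Krt73 from 2.48 to 1.897, changes that stay under 1.5-fold in these windows. With 1 window per gene, the largest rises were at Hist1h1d (3.37), Hist1h4f (2.53), Hmga2 (1.46), Serpinb3d (1.33) and Bmp5 (1.23). The largest falls were at Fabp7 (-3.59), Tmsb4x (-3.49), Ckb (-2.40), Eef1a1 (-2.31) and Vim (-2.24), where the Input changed by -0.95, -0.72, -1.35, -1.19 and -0.72 on the log2 scale.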

Gene promoters with the largest change in H3K27me3 upon NSPC aging are shown in Figure 4c–f. 

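Across the 941 windows the log2 change in H3K27me3 and in RNA had a Pearson correlation of -0.108 (permutation p = 0.00082) and a Spearman correlation of -0.158 (permutation p = 2e-05). Over the 282 transcripts of Table S4 the Pearson correlation was 0.00158 (permutation p = 0.979) and the Spearman correlation -0.104 (permutation p = 0.0799). In the 184 of these whose genes reach the mean log2 RPM of the RNA test they were -0.04996 (permutation p = 0.492) and -0.309 (permutation p = 3e-05). In the 636 windows of such genes, both choices made after the values were seen, the Pearson correlation was -0.0712 (permutation p = 0.0733) and the Spearman correlation -0.137 (permutation p = 5.5e-04). Windows are not independent replicates. H3K27me3 changed by 1.07 at Igf2bp2, by 0.87 at Prrg4, and by 0.28 at the Trp73 transcript of Table S4, with log2 fold changes in RNA of -0.60, -0.47 and -0.79. It changed by -0.45 at Tnfrsf13b, by -0.68 at Laptm5, and by -0.42 at the Rhcg transcript of Table S4, with RNA log2 fold changes of 0.07, 0.95 and 1.26. Of these, the Igf2bp2, Prrg4 and Laptm5 windows passed the rule. Trp73, Tnfrsf13b and Laptm5 were below the mean log2 RPM set for the RNA test, and none of the others had an adjusted p under 0.05 in limma, with or without the replicate block.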

There was no correlation between the changes in H3K27me3 promoter levels and the changes in the expression of the associated gene (Figure 4g; Pearson correlation test, *p* = .18), although there were several examples where the gain of H3K27me3 was associated with a transcriptional downregulation (*Igf2bp2*,* Prrg4*,* Trp73*) and also for the converse situation (*Tnfrsf13b*,* Laptm5*,* Rhcg*).

**Figure 4:**
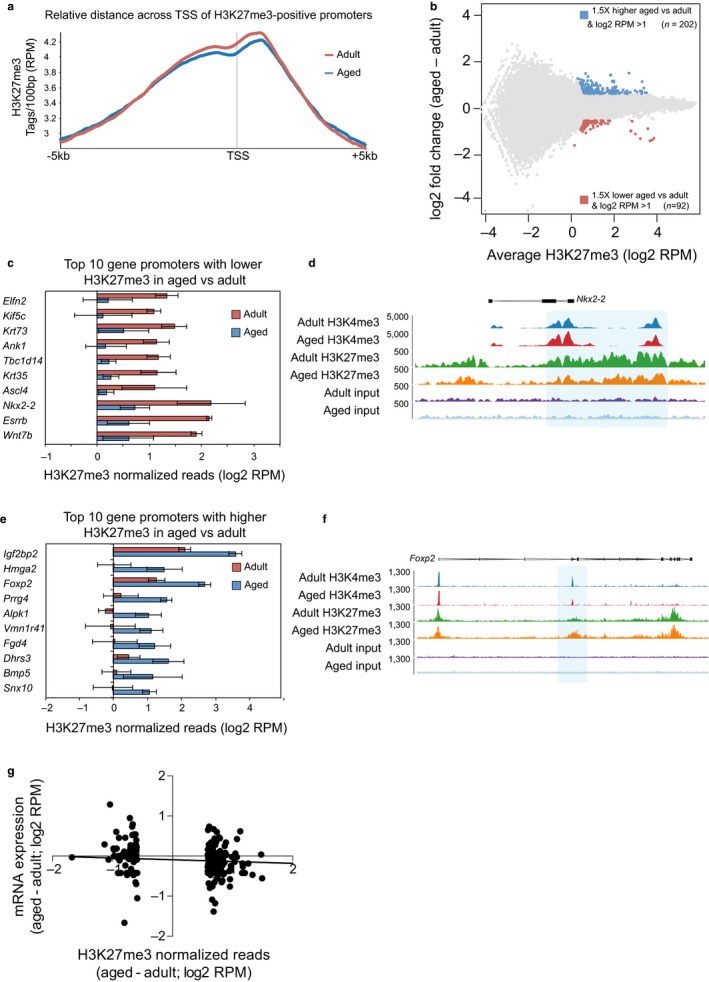
Genomewide analysis of H3K27me3 levels in young adult and aged NSPCs. (a) Quantitative trend plot of H3K27me3 normalized ChIP‐seq reads over TSS ± 5 kb. (b) MA plot of H3K27me3 ChIP‐seq data for adult and aged NSPCs. Data are shown as the average of three biological replicates. (c–f) Summary of the ten gene promoters showing the strongest decrease (c, d) or increase (e, f) in H3K27me3 signal in aged compared to adult NSPCs. Charts in (c, e) show H3K27me3 normalized reads (log_2_ RPM) in adult and aged NSPCs. Data show mean ± *SD*;* n* = 3 biological replicates. Genome browser representations in (d, f) show the density of H3K27me3 ChIP‐seq reads across two example genes. (g) Comparison of RNA‐seq log_2_ fold change (*y*‐axis) and H3K27me3 ChIP‐seq log_2_ fold change (*x*‐axis) for the 294 transcripts that have differential H3K27me3 promoter levels between adult and aged NSPCs. No significant correlation between gene expression changes and differences in H3K27me3 levels is present according to Pearson correlation test (*p* < .18)

Our results suggest that the transcriptional and epigenetic signatures of SVZ NSPCs are remarkably well preserved during aging. Nonetheless, we identified loci with significant gene expression and epigenetic differences between young adult and aged NSPCs, suggesting that the functional impairment of aged NSPCs might be caused by the altered regulation of a limited set of influential genes.

### 2.3 Identification of *Dbx2* as a candidate gene underlying age‐dependent decline of SVZ NSPCs

As an initial step towards defining the molecular modifiers of neurogenic decline, we mined our data set for genes that might play an instructive role in the altered proliferation and/or differentiation of aged NSPCs. First, we identified the genes that showed consistent transcriptional and epigenetic changes between adult and aged samples (Table S5). 

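Table S5 gives directions for 27 genes in RNA, 9 in H3K4me3, 15 in H3K27me3 and 7 in 5mC. The directions here were those of the table for 27 of 27 genes in RNA, 9 of 9 in H3K4me3 and 15 of 15 in H3K27me3. In 5mC they were those of the table for 2 of 7 genes in the oxBS libraries and for 7 of 7 in pooled calls of the BS libraries, where Dbx2 is lower in aged NSPCs only in pooled calls and not in the mean of the libraries. Of the 27 genes, 0 had an adjusted p under 0.05 from limma and 9 from limma with the replicate block. The fold rule was passed by 5 of the 9 H3K4me3 windows and 6 of the 15 H3K27me3 windows. The Dbx2 window is among these 5, but its H3K4me3 change was under 1.5-fold with the Input subtracted.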

Second, we used qRT‐PCR to screen for genes that maintained an expression difference between adult and aged NSPCs after prolonged expansion in vitro. Third, we focused on genes showing expression changes when NSPCs were switched from proliferating to differentiating conditions. Fourth, we verified the expression of candidate genes in the adult SVZ in vivo either according to previous literature or by experimental analysis.

This strategy led us to focus on *Dbx2*, which encodes for a homeodomain‐containing transcription factor (Shoji et al., 1996). *Dbx2* is implicated in spinal cord development (Pierani, Brenner‐Morton, Chiang & Jessell, 1999), but has not been previously associated with adult neurogenesis or NSPC aging. *Dbx2* expression was significantly increased in aged NSPCs compared with young adult samples (*p*_adj_ = .04; limma moderated *t* test). 

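Dbx2 (chromosome 15 of GRCm38, 95623563 to 95655960) had a log2 RPM of 5.67 ± 0.050 (SD, n = 3) in young adult and 6.13 ± 0.36 (SD, n = 3) in aged NSPCs. Its log2 fold change was 0.46 (standard error 0.16, adjusted p = 0.99998 from limma with Benjamini-Hochberg), and all 3 aged libraries lay above all 3 young adult libraries. With the replicate block the standard error was 0.099 and the adjusted p 0.0805 (limma). With each library left out in turn the log2 fold change stayed between 0.32 (without aged replicate 3) and 0.66 (without aged replicate 2). In the C57BL/10 pair the log2 fold change was 0.84. From the increase the paper concludes that Dbx2 is expressed more highly in aged NSPCs.

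**Figure D3:**
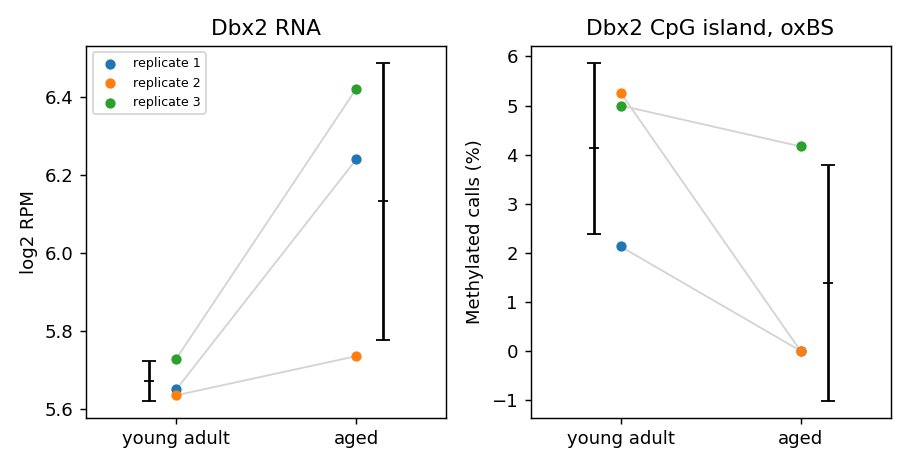
Dbx2 in each library of young adult and aged NSPCs, as log2 RPM of the RNA (left) and percentage of methylated calls in its CpG island in the oxBS libraries (right). Lines join libraries with the same replicate number, black bars show mean and SD (n = 3), and RNA is higher and methylation lower in aged NSPCs in all 3 replicate numbers. The island held only 20 to 47 calls per library, very few of them methylated (adjusted p = 0.819 from the quasi-binomial model).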

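The Dbx2 window (chromosome 15 of GRCm38, 95653460 to 95658460) had an H3K4me3 log2 RPM of 5.05 in young adult and 5.72 in aged NSPCs, a log2 change of 0.68 (0.56 with the Input subtracted) with no replicate values behind it. The change passed the 1.5-fold rule, but with the Input subtracted it was under 1.5-fold. All windows above the level together moved by a median of 0.21 in the same direction. The CpG island there (95654245 to 95654807) held 4.13% ± 1.7 5mC in young adult and 1.39% ± 2.4 in aged NSPCs in oxBS calls (SD, n = 3 each), over 20 to 47 calls per library. The difference of pooled calls was -2.56 percentage points (adjusted p = 0.819 from the quasi-binomial model), and all 3 replicate numbers were lower in aged NSPCs. Pooled, 3.81% of 105 calls in young adult and 1.25% of 80 calls in aged NSPCs were methylated, so very few calls set these values. In replicate number 3 the percentages were 5% and 4.17%, a gap smaller than 1 call makes. In BS libraries the island held 5.36% ± 9.3 and 8.25% ± 13 (SD, n = 3 each), while the difference of pooled BS calls was -2.91 percentage points.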

Corresponding epigenetic changes were present near to the *Dbx2* promoter, including increased H3K4me3 signal and reduced DNA methylation at an overlapping CGI (Figure 5a). *Dbx2* levels remained higher in aged neurospheres than in young adult cultures after prolonged passaging in vitro (Figure 5b). Furthermore, *Dbx2* was upregulated in adult NSPC cultures upon switching from proliferating to differentiating conditions (Figure 5c), suggesting that elevated *Dbx2* expression is associated with reduced NSPC proliferation.

**Figure 5:**
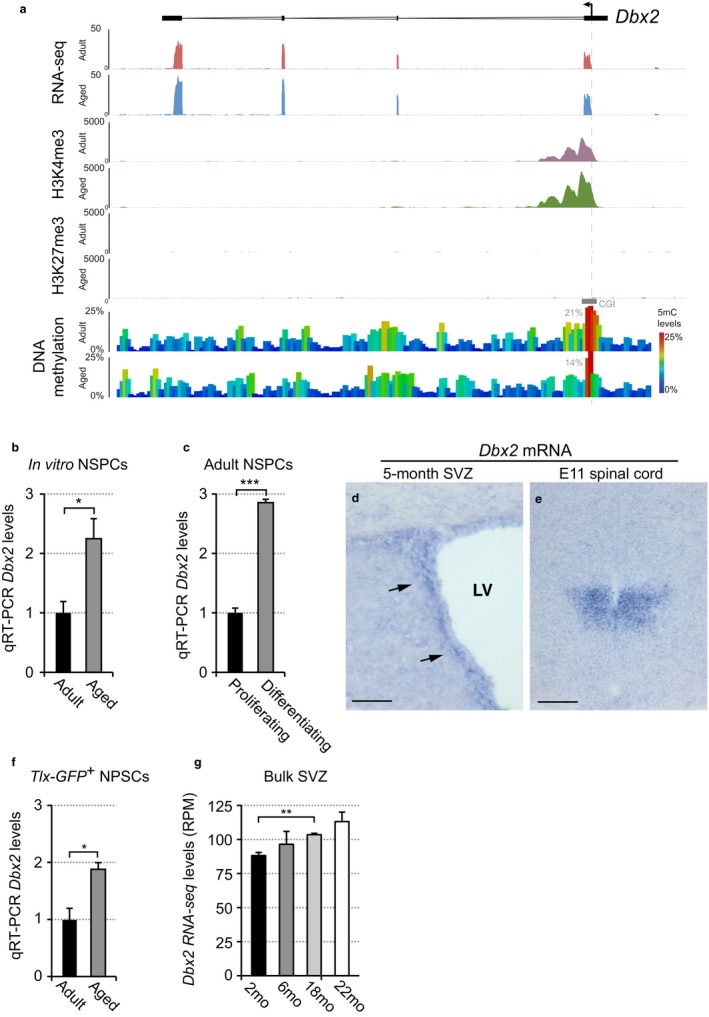
Identification of *Dbx2* as a candidate gene implicated in SVZ NSPC aging. (a) Genomewide data track for the *Dbx2* locus in young adult and aged NSPCs. The dashed line indicates the TSS; the solid grey line indicates the position of the DMR, and the percentage 5mC levels across the DMR are shown. Data represent the average of three biological replicates. Genomic coordinates for the region shown are as follows: chr15:95619911‐95661537 (GRCm38). (b) qRT‐PCR analysis of *Dbx2* expression in nonadherent cultures of adult or aged NSPCs that were expanded for 5–6 passages in vitro from dissected SVZ tissues. Data show mean ± *SEM* following normalization to adult NSPC samples; *n* = 3 biological replicates. *p < .05, Student's *t* test. (c) qRT‐PCR analysis of *Dbx2* expression in adherent cultures of adult SVZ NSPCs that were maintained in proliferating conditions or cultured for 24 hr in differentiation conditions devoid of EGF. Data show mean ± *SEM* following normalization to proliferating NSPC samples; *n* = 4 biological replicates. ***p < .001, Student's *t* test. (d, e) Representative images of in situ hybridization assays with a *Dbx2* probe performed on (d) coronal sections of adult (5 months) mouse brain cut at the level of the lateral ventricle (LV) or (e) on transversal sections of E11 mouse embryonic spinal cord. *Dbx2* staining is detectable in the SVZ region adjacent to the LV (arrows in d) of the adult brain and in the intermediate embryonic spinal cord region (e). Scale bars, 75 μm (d) and 160 μm (e). (f) qRT‐PCR analysis of *Dbx2* expression in *Tlx‐GFP*‐positive NSPCs freshly cell sorted from adult (7 months) and aged (18 months) mouse brain. Data show mean ± *SEM* following normalization to adult NSPC samples; *n* = 3 biological replicates. *p < .05, Student's *t* test. (g) Analysis of published (Apostolopoulou et al., 2017) RNA‐seq data shows that *Dbx2* levels increase with SVZ age. Data show mean ± *SEM*;* n* = 3 biological replicates. *p < .05, **p < .01, Student's *t* test. mo, months old

We next examined *Dbx2* expression in SVZ NSPCs in vivo. In situ hybridization assays on sections of mouse telencephalon suggested that *Dbx2* is transcribed in adult SVZ (Figure 5d), in addition to its previously described expression domain in the embryonic spinal cord (Figure 5e; Shoji et al., 1996). To quantitatively assess *Dbx2* levels, we used qRT‐PCR to compare *Tlx‐GFP*‐positive SVZ NSPCs freshly isolated from adult (7 months) and aged (18 months) mice (Feng et al., 2013). The results showed that *Dbx2* levels were higher in the aged sorted NSPCs compared with adult, with a similar fold change to that detected in aged SVZ‐derived NSPC cultures (Figure 5f). Finally, by re‐analysing a recently published RNA‐seq data set of SVZ tissues dissected at different ages, we detected a significant increase in *Dbx2* levels between 2‐months and 18‐months SVZ samples (Figure 5g) (Apostolopoulou et al., 2017). These results show that *Dbx2* is upregulated in aged SVZ NSPCs in vitro and in vivo, and raise the possibility that *Dbx2* has a functional role in driving age‐associated changes in NSPC proliferation.

### 2.4 *Dbx2* overexpression impairs neurosphere growth in young adult SVZ NSPCs

Aged SVZ NSPCs form smaller neurospheres and adherent colonies compared with young adult NSPCs, and this correlates with their decreased proliferation capacity in vitro (Ahlenius et al., 2009; Corenblum et al., 2016; Daynac et al., 2014, 2016; L'Episcopo et al., 2013; Zhu et al., 2014). We also observed a proliferation defect in NSPCs derived from the aged mice (Figures S1B,C).

To address whether elevated levels of *Dbx2* could recapitulate this proliferation phenotype, we generated young adult NSPC lines that constitutively expressed either a *Dbx2* transgene (*Dbx2*‐NSPCs) or a *GFP* control transgene (*GFP*‐NSPCs). Immunofluorescence microscopy using an anti‐Nestin antibody confirmed the homogeneous NSPC identity of the cultures when maintained in adherent or nonadherent proliferating culture conditions (Figure S2A–H). Furthermore, an anti‐Dbx2 antibody detected increased Dbx2 protein in *Dbx2*‐NSPCs compared to *GFP*‐NSPCs (Figure S2I–P). Quantification of nonviable (trypan blue‐positive) cells and proliferating (Ki67‐positive) cells showed a slight increase in cell death and a slight decrease in the proportion of cycling cells in *Dbx2*‐NSPC cultures (Figure S2Q,R), suggesting that elevated *Dbx2* levels may reduce the self‐renewing capacity of NSPCs. To explore this further, we cultured *GFP*‐NSPCs and *Dbx2*‐NSPCs in nonadherent conditions and, after 4–7 days, quantitated the number and the size of the resulting neurospheres. *Dbx2‐*NSPCs produced smaller neurospheres compared with the *GFP*‐NSPCs (Figure 6a–e). The mean cell number of individual neurospheres in *Dbx2*‐NSPC cultures was approximately 30%–40% that of *GFP*‐NSPCs, with a similar decrease in the mean total cell count (Figure 6f,g). The average number of neurospheres formed did not differ between the *GFP*‐NSPC and *Dbx2*‐NSPC cultures (Figure 6h). These proliferation defects were confirmed with an independent pair of *GFP*‐NSPC and *Dbx2*‐NSPC lines (Figure S3A–E).

**Figure 6:**
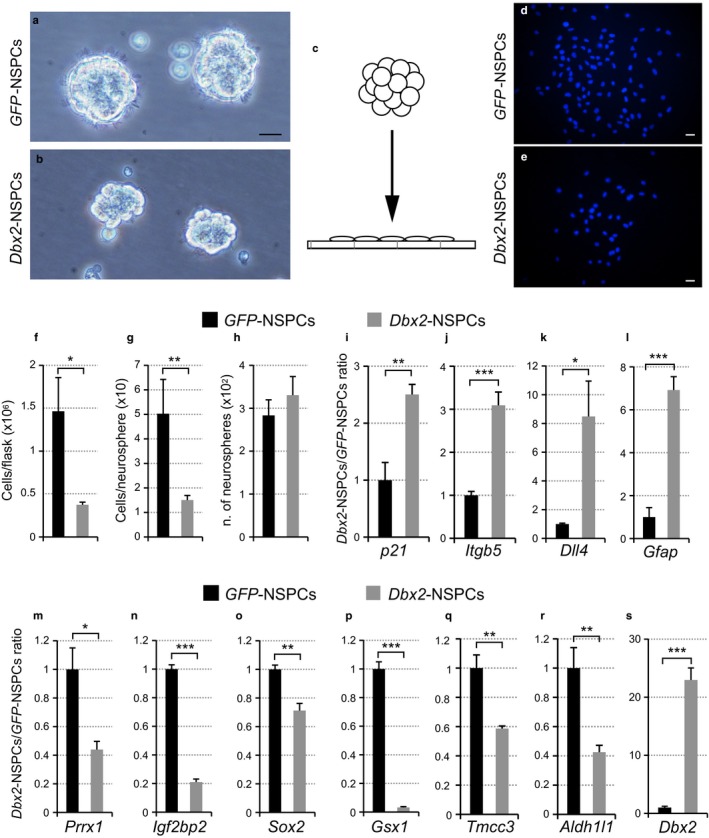
Elevated *Dbx2* expression in young adult SVZ NSPCs impairs neurosphere growth and alters the expression of genes involved in NSPC self‐renewal and differentiation. (a–b) Neurospheres from *Dbx2*‐NSPCs are smaller in comparison with *GFP*‐expressing aggregates. Scale bar, 20 μm. (c) Schematic of the procedure used for quantification of neurosphere size. Neurospheres were allowed to attach on glass coverslips for approximately six hours, followed by nuclear staining and quantification of the number of nuclei contained in each neurosphere‐derived adherent colony. (d, e) Hoechst nuclear staining of representative colonies generated by nonadherent culture of transgenic NSPCs, followed by attachment of neurospheres to glass coverslips. Scale bar, 20 μm. (f–h) Quantification of the average number of cells per 25 cm^2^ flask (f), of the average number of cells per neurosphere (g) and of the average number of neurospheres (h) found in nonadherent cultures of transgenic NSPCs. Data show mean ± *SEM*;* n* = 4 (f) and *n* = 6 (g,h) biological replicates. *p < .05; **p < .01, Mann–Whitney test. (i–s) qRT‐PCR analysis of gene expression in nonadherent cultures of *Dbx2*‐NSPCs. (i–l), upregulated genes; (m–r), downregulated genes; (s) confirmation of increased *Dbx2*‐expression in *Dbx2*‐NSPC cultures. Data show mean ± *SEM* following normalization to *GFP*‐NSPC samples; *n* = 4 biological replicates. *p < .05; **p < .01; ***p < .001, Student's *t* test

### 2.5 *Dbx2* modulates the expression of age‐associated regulators of NSPC proliferation and differentiation

We investigated the *Dbx2*‐mediated transcriptional programme in SVZ NSPCs by focusing on a cohort of genes that are transcriptionally altered upon aging in NSPCs (our data) and SVZ tissue (Apostolopoulou et al., 2017) and are associated with NSPC proliferation and differentiation. *p21*, a key cell cycle inhibitor and age‐associated negative regulator of NSPC proliferation (Akizu et al., 2016), was upregulated in *Dbx2*‐NSPCs (Figure 6i) as were *Itgb5*,* Dll4* and *Gfap* (Figure 6j–l). Conversely, *Prrx1*,* Igf2bp2* and *Sox2* were downregulated in *Dbx2*‐NSPCs (Figure 6l–n), which is a change that is consistent with the positive influence of these genes on NSPC proliferation (Fujii, Kishi & Gotoh, 2013; Nishino, Kim, Zhu, Zhu & Morrison, 2013; Shimozaki, Clemenson & Gage, 2013). Additional genes that were expressed at lower levels in *Dbx2*‐NSPCs included *Gsx1*,* Tmcc3* and *Aldh1 l1* (Figure 6p–s).

Many of these transcriptional responses were mirrored by corresponding changes in aged NSPCs and SVZ tissue. For example, *Prrx1* and *Igfbp2* were downregulated in aged NSPCs and in aged SVZ, similar to *Dbx2*‐NSPCs (Figure 1b, Figure S4A–D, Table S1). 

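In the RNA libraries of SVZ NSPCs, Prrx1 had a log2 RPM of 5.89 ± 0.063 (SD, n = 3) in young adult and 5.49 ± 0.11 (SD, n = 3) in aged NSPCs, a log2 fold change of -0.41 (standard error 0.088, adjusted p = 0.99998 from limma, and 0.0394 with the replicate block).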

*Dll4* was less expressed, and *Tmcc3* more expressed, in aged (18 months) NSPCs (Figure S4E,F), recapitulating the changes observed in 18‐months SVZ (Figure S4G,H). Of note, even older SVZ samples (22 months) showed a significant increase of *Dll4* transcripts and a reduction in *Tmcc3* expression (Figure S4G,H), and this pattern matches the changes detected in *Dbx2*‐NSPCs (Figure 6k,q). Finally, *Gsx1* and *Itgb5* showed transcriptional differences between young adult and aged SVZ (Figure S4K–L) that were similar to those observed in Dbx2‐NSPCs (Figure 6p,j), even though the expression changes did not match the aged NSPCs (Figure S4I,J).

We confirmed these transcriptional changes in four ways. First, the above described gene expression differences were reproducible in an independent pair of *Dbx2*‐NSPC and *GFP*‐NSPC lines (Figure S3F–P). Second, similar effects were detected in adherent proliferating or differentiating NSPC cultures (Figure S5), indicating that the changes were not due to differences in the size or composition of *Dbx2* and *GFP* neurospheres. Third, NSPCs with doxycycline‐controlled expression of *Dbx2* phenocopied the proliferation defects (Figure S6A–D) and the gene expression changes (Figure S6E–N) that were detected in NSPCs that constitutively overexpressed *Dbx2*. Finally, the opposite gene expression changes were observed for a subset of genes (*Itgb5*,* Dll4*,* Gsx1*,* Aldh1l1*) following a partial (35%) reduction in *Dbx2* mRNA by means of a shRNA plasmid (Figure S7).

These results lead us to propose that altered levels of *Dbx2* can affect adult NSPC self‐renewal and function by inducing a specific transcriptional programme that includes age‐associated regulators of NSPC proliferation and differentiation.

## 3 DISCUSSION

Mouse SVZ and SGZ are complex niches where neurogenesis persists throughout adult life due to a finely regulated balance among NSPC self‐renewal, expansion and differentiation. During aging, this regulation is progressively altered, and neurogenic output is curtailed. To investigate the intrinsic molecular changes upon NSPC aging, we report here a comprehensive set of transcriptional and epigenetic maps in young adult and aged SVZ NSPCs. We found that the NSPC epigenome was largely unchanged upon aging, which is broadly consistent with prior studies that profiled somatic stem cells from other aged tissues (Beerman et al., 2013; Bocker et al., 2011; Bork et al., 2010; Fernandez et al., 2015; Liu et al., 2013; Sun et al., 2014). In contrast to previous reports, we did not detect an age‐associated broadening of H3K4me3 (as in blood stem cells; Sun et al., 2014) and H3K27me3 (as in muscle satellite stem cells; Liu et al., 2013) domains in NSPCs, nor a global acquisition in DNA methylation levels (as in blood stem cells; Beerman et al., 2013; Sun et al., 2014). It is currently unclear what impact these epigenetic changes might have on the aged stem cells, and whether the differences are due to the varied stem cell properties from each tissue, such as cellular potential or the turnover rate, or perhaps influenced by external signals from their niches.

Despite the overall similarities, we did identify several hundred genes with significant differences in the levels of transcription and/or epigenetic modifications in NSPCs from the aged SVZ. These data will serve as an important resource for normal and aging studies and could be used to identify biomarkers and candidate regulators of NSPC aging. As an initial step, we identified and characterized the homeobox gene *Dbx2* as a putative age‐associated regulator of NSPC functional decline. Increased *Dbx2* expression in young adult NSPCs promoted age‐related phenotypes, including the reduced proliferation of NSPC cultures and the altered expression levels of age‐associated regulators of NSPC proliferation and differentiation. In particular, elevated *Dbx2* expression decreased the size, but not the number, of neurospheres generated from adult SVZ NSPCs, supporting a causal link between *Dbx2* upregulation and the defective proliferation of aged NSPCs. *Dbx2* overexpression slightly increased the fraction of nonviable cells and decreased the fraction of cycling cells, suggesting that cell death and cell cycle exit contribute to the reduced expansion of the transgenic neurospheres. Nonetheless, as the majority of the cells remained positive for proliferation markers, alternative changes, including lengthening of the cell cycle, could be a main driver of the growth phenotype elicited by *Dbx2*. This hypothesis is consistent with the previously described alterations in the cell cycle of aged NSPCs (Apostolopoulou et al., 2017; Daynac et al., 2014, 2016; Stoll et al., 2011). *Dbx2* is part of a cohort of transcription factor genes that are enriched in quiescent NSPCs of the SGZ and SVZ and are downregulated in NSPCs actively engaged in cell proliferation and neurogenesis (Codega et al., 2014; Shin et al., 2015), thus suggesting that *Dbx2* may negatively regulate NSPC proliferation in both adult neurogenic niches. Elevated *Dbx2* expression in adult NSPCs also phenocopied several of the molecular effects of aging, including the altered expression of key genes such as *Sox2* and *p21* that are associated with proliferation and differentiation. Thus, *Dbx2* may act as a crucial regulator of age‐dependent transcriptional programmes, as also suggested by the reversed trend of some molecular markers of SVZ aging following moderate *Dbx2* knockdown in aged NSPCs. As cell proliferation was not affected by this partial knockdown, an exciting future line of research will be to abrogate *Dbx2* function in aged NSPCs by knockout approaches in vitro and in vivo. Furthermore, investigating the direct targets of Dbx2 might help to expand the gene regulatory networks involved in NSPC dysfunction.

*Prrx1* and *Igf2bp2* are additional candidate regulators of NSPC functional decline during SVZ aging. Both genes were downregulated in NSPCs from the aged SVZ, and for *Igf2bp2* this correlated with increased levels of repressive epigenetic marks at the promoter. 

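Igf2bp2 had an RNA log2 RPM of 5.49 ± 0.089 (SD, n = 3) in young adult and 4.89 ± 0.46 (SD, n = 3) in aged NSPCs, a log2 fold change of -0.60 with an adjusted p of 0.99998 from limma and 0.0571 with the replicate block. It was lower in the aged library in all 3 replicate numbers.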

*Prrx1* is expressed in NSPCs of the SVZ and the SGZ and promotes proliferation of SGZ NSPCs at the expense of neuronal differentiation (Shimozaki et al., 2013). *Igf2bp2* is expressed in embryonic cortical progenitors where it promotes neurogenesis at the expense of astrogenesis (Fujii et al., 2013), but its role in the postnatal SVZ has not been investigated. *Igf2bp1* supports proliferation and prevents premature differentiation of embryonic cortical progenitors, but its expression is extinguished postnatally (Nishino et al., 2008). It is tempting to speculate that the role of *Igf2bp1* in maintaining embryonic NSPC proliferation is superseded by *Igf2bp2* in the postnatal SVZ, and that the combined decay of *Igf2bp1/2* levels underlies the progressive decline of NSPC proliferation during postnatal life. Increased *Dbx2* expression in adult NSPCs caused the downregulation of *Prrx1* and *Igf2bp2*, providing a potential explanation, along with the transcriptional effects on *Sox2* and *p21*, for the antiproliferative activity of *Dbx2*.

In conclusion, by comparing the molecular profiles of young adult and aged SVZ, our work suggests that aging does not cause widespread gene dysregulation in NSPCs, but acts through the modulation of specific gene expression programmes. Among them, we have identified a transcriptional pathway involving the upregulation of the homeodomain protein Dbx2 in aged NSPCs. Dbx2, in turn, can influence a cohort of age‐associated regulators of NSPC function, and restrain NSPC proliferation. These results provide a platform to investigate how changes in extrinsic signals acting in the SVZ niche due to aging, injury or disease could impinge on intrinsic transcriptional mechanisms controlling adult neurogenesis.

## 4 EXPERIMENTAL PROCEDURES

### 4.1 Mouse NSPC isolation, culture and manipulation

Young adult and aged SVZ NSPCs were derived from 3 months or 18 months male C57BL/6 J/Babr mice, respectively. Methods for their derivation and subsequent in vitro culture were reported previously (Soldati et al., 2015) and are described in the Supplemental Experimental Procedures. We combined SVZ tissues from five mice to form one NSPC derivation, and we repeated this procedure three times on different days to obtain three independent replicates. The neurospheres used for the transcriptomic and epigenomic assays were harvested 5–6 days after seeding SVZ NSPCs at the second passage postdissection. Summing the first and second passages, SVZ NSPCs were cultured for a total of 13–20 days postdissection before being processed for molecular analyses. Experimental procedures for NSPC derivation were performed in accordance with EU Directive 2010/63/EU and were approved by the Ethical Committee for Animal Research of the Italian Ministry of Health according to national regulations (Art. 7, D.Lgs. n. 116/1992). Detailed methods for the transcriptional and epigenetic profiling are provided in the Supplemental Experimental Procedures.

## ACCESSION NUMBERS

Sequencing data are available at GEO under accession number GSE101610.

## CONFLICT OF INTEREST

None declared.

## AUTHOR CONTRIBUTIONS

G.L. performed conceptualization, resources, funding acquisition, investigation, methodology, supervision, validation, visualization and writing. P.S.N. performed investigation. P.E. and M.A.K. were involved in investigation and visualization. Y.‐L.P. and C.L.N. performed investigation and methodology. B.S. carried out methodology and formal analysis. S.B. performed conceptualization and funding acquisition. H‐K.L. involved in investigation and supervision. P.B. was involved in visualization, resources and funding acquisition. E.C. performed conceptualization, resources, funding acquisition, investigation, methodology, visualization and writing. P.J.R.‐G. performed conceptualization, resources, formal analysis, funding acquisition, supervision, validation, visualization and writing.

## Supporting information

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

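The RNA values, log2 RPM (reads scaled to the library total), were computed by the authors and deposited as 1 table of 25965 genes by 8 libraries. From them the whole reads of each library were recovered, for use in edgeR and DESeq2. The ChIP values, log2 RPM of H3K4me3, H3K27me3 and Input in windows around each TSS, were computed by the authors over the 3 replicates and deposited as 1 value per age, so no test between ages was made on them. The counts of methylated and unmethylated calls at each CpG of GRCm38 were made by the authors from the aligned reads and deposited per library. The deposited files also give a percent of methylation at each site, which was not used here, since percentages were computed anew from summed calls. The aligners, the counting programs and the settings of the paper's chi-squared test are not given in the sources used here.

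Ages were compared on log2 RPM with limma's moderated test with a mean-variance trend, without a replicate block, over genes with a mean log2 RPM of at least -2. The adjustment was Benjamini-Hochberg and the threshold 0.05. Gene lists were tested with camera, with a preset correlation between genes of 0.01, and with fry. Promoter windows were counted as changed by the paper's rule, a 1.5-fold difference and a log2 RPM above 1 in an age. Regions with at least 10 calls in every library were compared by a quasi-binomial model with the dispersion moderated across regions, and called at an adjusted p under 0.05 and a difference of at least 10 percentage points. Correlations across genes were tested with 100000 permutations. The tools were R 4.3.3 with limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and numba 0.67.0.

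CpG islands were called in 2 ways, on the unmasked GRCm38 sequence (74983 islands, used for the tests) and by a running score on the repeat-masked sequence (18981), and 195 and 98 of the 330 regions of Table S2 overlap them. Many combinations of assay, strand merging and minimum calls were tried before the percentages of Table S2 were rebuilt, and several fits were compared with the fold changes of Table S1. Gene bodies and promoter windows came from the GENCODE vM21 basic annotation and the windows of the deposited ChIP table.

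The genes named are those that the paper's text, legends or figures name for an assay and those of Table S5, whose values in the paper's tables had been seen. To these come the 5 largest rises and falls among the genes past the threshold with all aged libraries on one side. No RNA gene was past the threshold, and for ChIP the condition on libraries could not be applied, so the windows were taken by fold alone. The genes at the ends of chromosomes X and Y were chosen after their values were seen, and so was the region on chromosome 12.

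Young adult and aged libraries share the replicate numbers 1 to 3. Deviations from the mean of the age correlated between libraries with the same number in RNA (0.730, 0.201 and 0.830 across 13280 genes) and in 2396 bins of the oxBS and BS calls, each above 0.1, so the numbers were taken to pair the libraries. The paper repeated the derivation on different days to obtain the replicates, and whether young adult and aged libraries of 1 number share a day is not given in the sources used here. The median residual SD of the RNA fit was 0.173 without and 0.108 with the block. Mean log2 RPM was -2.79 for Xist and 5.10 for Ddx3y over the 6 C57BL/6J/Babr libraries, which carry a male label.

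In simulated RNA reads, 200 of 14858 genes were changed by at least 2-fold, at a dispersion of 0.02. Of these, limma recovered 93.5% without an effect of replicate number. With an effect of SD 0.3 it recovered 52.5% without and 91.5% with the block. Smaller changes, such as the log2 fold change of 0.46 of Dbx2, were not simulated, so these shares do not apply to them. In simulated oxBS calls over 15660 islands, 200 of them changed by 30 percentage points, the quasi-binomial model recovered 89%, and 45% where calls within a library were correlated by 0.02. There 30.5% of the calls of the chi-squared test on pooled calls were false. A first form of the model with the replicate block gave 24% false calls in simulated data, so its dispersion was limited from below. It then recovered 82.5% without the correlation of calls and 0 of the changed islands with it, so a count of 0 from the blocked model says little.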

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

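All the tests in this part were chosen only after the result was seen. Both results are in the Input libraries, whose age difference the paper does not report on.

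At the ends of chromosomes X (169970385 to 170013244) and Y (90752321 to 90846434) the Input was lower in aged NSPCs, with a median log2 change of -1.004 over 17 windows (-1.14 to -0.72). H3K4me3 changed there by a median of -0.995 and H3K27me3 by -0.89, and all 10 genes tested in RNA were lower (median -1.30, 8 with an adjusted p under 0.05 in limma with the replicate block). In the C57BL/10 pair 5 of these genes had no read in either library, and 2 of the other 5 were lower in the aged library. CpG calls, scaled to the autosomal calls of the library, which come from other libraries of the same ages, fell on Y from 165 ± 17 to 80.2 ± 6.0 in oxBS (SD, n = 3 each), a log2 ratio of -1.04 (exact permutation p = 0.1, the smallest possible). The BS libraries gave 163 ± 16 and 77.3 ± 11, and the X part fell from 91.1 ± 9.3 to 52.2 ± 3.8 in oxBS. A difference in depth between the ages is argued against by the spread over 47865 bins of 50 kb, an SD of 0.0623, where 86 bins had all aged libraries on one side and the 4 of these above a size of 0.4 lay here or next to the locus on Y. Regulation of the genes without a change in copies is argued against by H3K4me3 with the Input subtracted (-0.0288). Fewer copies of the locus in the DNA of the aged libraries may explain the RNA and ChIP changes here. Whether the copies differ between the mice of each age, by a variant in the strain, or were lost with age or in culture stays open. The strains differ here in RNA, by the genes without a read in C57BL/10, which settles neither. Reads shared between the X and Y copies were not resolved. Among the windows past the fold rule, 16 for H3K4me3 and 13 for H3K27me3 lie here, as do 7 transcripts of Table S3, 3 of Table S4 and AC151712.4 and G530011O06Rik of Table S1.

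At the 24 windows with the most mRNA sequence, the Input was lower in aged NSPCs by a median log2 change of -0.532, and H3K27me3 by -1.12, against 0.03 and 0.01 at the windows with the least. Over the 978 genes with a mean log2 RPM above 7, the H3K27me3 change went with the share of exons in the window (Spearman correlation -0.304, permutation p = 1e-05, the smallest possible), and so did the Input change (-0.211). In 122 such genes with separate windows that differ in exon share, the window with more exons fell more in 72.1% for H3K27me3 and 62.3% for Input, against 53.7% and 42.5% in 315 genes of low expression. H3K4me3 did not fall at these windows. It was higher in aged NSPCs by a median of 0.13 at the 24 windows with the most mRNA sequence, against -0.13 at those with the least, and by 0.13 in the genes with an exon share of at least 0.5, against 0.21 under 0.25. Relative to the other window of the gene it was lower at the window with more exons in 78.7% and 57.8%, and its change went with the share of exons (-0.272). In the 98 of these 122 genes where the window with more exons has less H3K4me3 in aged NSPCs, it fell more in 72.4% for H3K27me3 and 63.3% for Input (exact sign test p = 1.01e-05 and 0.0112). This argues against open chromatin at active promoters as the whole cause, which would lower the window with more H3K4me3. A loss of H3K27me3 with age is argued against as the cause of the fall of the Input, which is made without an antibody. For H3K27me3 itself a loss stays open, since with less mRNA sequence it fell where the Input hardly changed, by a median log2 change of -0.48 against -0.08 in 211 genes and -0.30 against -0.03 in 995 genes, and 1 value per age cannot part the mark from reads of mRNA. Reads of mRNA or cDNA in the young adult Input and H3K27me3 libraries may explain the fall of the Input and part of that of H3K27me3. The replicates behind each value could not be separated, so a difference between library batches stays open, and an effect of age on the RNA bound to chromatin is untested. Genes of this expression level hold 65 of the 523 windows with lower H3K27me3 (12.4%) and 16 of the 418 with higher (3.8%).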

How the results depend on the processing

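The alternatives with the block in other fits, in the BS libraries, with the median shift, with fry alone, on the transcripts of the paper's tables, in regions with any oxBS calls, at an RNA level for the correlations, with genes not called or with a read for the C57BL/10 pair, and with the block or without each library for methylation outside the planned fits were chosen only after the data were seen. The others, the gene lists and the naming rule were set before the data were examined. Over 24 results, 199 alternatives were computed, of which 136 kept the direction and the side of the threshold or stayed within the spread, 19 came out stronger, 18 weaker, 12 moved and 14 reversed. Unless a sentence says otherwise, the cause was not tested.

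In RNA, limma called 0 genes (258 with an unadjusted p under 0.05), and so it did without the trend, with both other filters, with the pseudocount, with quantile normalization, with the C57BL/10 pair, and without each library in turn (0 to 0). edgeR called 0 (257 with an unadjusted p under 0.05) and DESeq2 4. With the replicate block limma called 74, edgeR 83 and DESeq2 82. Blocked limma called 111 genes without the filter, 46 after quantile normalization, 0 without the trend, and 409, 446 and 73 without both libraries of number 1, 2 or 3, where 1 residual degree of freedom is left and limma takes the variance from the trend over all genes, so these 3 counts do not rest on the spread of each gene between pairs. The block removes a spread shared by libraries of a number, which lowers the residual SD. Chance cannot be excluded for either count. A count of 0 is reached by any split, 10 of 10 without the block, and with it the real split is 1 of 4, the smallest share possible, where the other 3 gave 0. Without the block, the split that sets young adult 1, aged 1 and aged 2 against the others gave 719.

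The Dbx2 log2 fold change kept its direction in each of these fits. Without each library in turn it ranged from 0.32 to 0.66. Its adjusted p fell under 0.05 in blocked DESeq2 (0.47, adjusted p = 0.0102) and in blocked limma without the filter (0.46, adjusted p = 0.0330). It did so too in blocked limma without both libraries of number 1 (0.40, adjusted p = 5.8e-04) or 2 (0.64, adjusted p = 6.9e-15), which is no support for Dbx2, since its own spread between pairs does not enter these fits. Over all alternatives the adjusted p ranged from 6.9e-15 to 1 (0.444 without both libraries of number 3). In the C57BL/10 pair, 91.9% of the genes called with the block had the same direction, and 97.1% of the 70 with a read there, since a gene with no read in either library holds a change set by the library sizes. The called genes without the same direction, with or without a read, all lie at the ends of chromosomes X and Y.

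With fry in place of camera, 0 cell type lists passed. For the regional lists 1 passed in camera, 0 with the replicate block, 0 in fry, and 0 to 1 without each library in turn (0 without young adult 2 or 3, or aged 1 or 3). The block changed no call for the astrocyte list.

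No paired analysis was possible because the ChIP values are 1 per age, so the tests with limma, the replicate block and leaving out a replicate were not run for H3K4me3 and H3K27me3. The H3K4me3 count of 149 became 55 with 1 window per gene, 27 at 2-fold, 1561 above 0 (91 higher and 1470 lower), 2186 with the Input subtracted (82.1% higher) and 462 with the median shift subtracted (6 higher and 456 lower). The H3K27me3 count of 941 became 428, 101, 4506 (1386 higher and 3120 lower) and 1960 in the first 4 of these. With the median shift subtracted it was 964 (326 higher and 638 lower), against 448 and 448 after quantile normalization. The balance of higher and lower H3K27me3 windows thus depends on the scaling too. Fewer windows, or a lower level, change these counts by construction. The Dbx2 window changed in H3K4me3 by 0.56 with the Input subtracted, which is under 1.5-fold. The correlation of RNA and H3K27me3 changed sign over the transcripts of the paper's table (0.00158, permutation p = 0.979), while the Spearman correlation kept it (-0.104, permutation p = 0.0799). Without genes below the RNA level the Pearson correlation was -0.0712 (permutation p = 0.0733), and -0.04996 over those transcripts (permutation p = 0.492), where the Spearman correlation was -0.309 (permutation p = 3e-05).

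Global 5mC and 5hmC changed sign as the mean over sites with at least 5 calls (-2.07 and 2.88 percentage points), which few sites reach. Without each library in turn, the 5mC difference ranged from 0.027 to 0.705 for the genome, from -0.126 to 0.713 in gene bodies and from -0.162 to 0.621 in intergenic sequence (below 0 without young adult 1 or aged 3). The global 5hmC difference of -0.0884 ranged from -0.126 (without aged 2) to -0.0262 (without aged 1). A paired exact test of 3 pairs cannot give a p under 0.25, so the block could not pass there. The correlation of RNA and 5mC was 0.157 for regions within or upstream of a gene, 0.0238 for regions with any calls and 0.0532 in BS calls (permutation p = 0.203, 0.715 and 0.419). Without genes below the RNA level it was 0.0947 (permutation p = 0.394), and 0.151 for regions with any calls (permutation p = 0.0575, and 0.0189 for the Spearman correlation of 0.187).

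In CpG islands the oxBS count of 0 (842 with an unadjusted p under 0.05) was 36 in the chi-squared test, 0 with the replicate block and 0 to 1 without each library (1 without aged 2). The BS count of 0 (1119 with an unadjusted p under 0.05) was 2 at 5 calls and 64 in the chi-squared test. The 1 oxBS region of Table S2 became 16 in the chi-squared test, 1 with the block and 0 to 1 without each library (0 without young adult 2 or 3). The 26 BS regions became 13 at 20 calls, 212 in the chi-squared test, 1 with the replicate block, and 6 to 33 without each library (15, 9 and 11 without young adult 1, 2 and 3, and 7 and 6 without aged 1 and 3). The Dbx2 island in BS calls ranged from -6.48 to 4.24 percentage points (4.24 without young adult 2 and 3.97 without aged 3). In Table S5, 7 of 7 genes had the direction of 5mC in pooled BS calls, for Dbx2 not in the mean of the libraries. Chance cannot be excluded for any of these counts, since 3 against 3 libraries make 10 splits. Splits with a result as large were 10 for islands in oxBS and 10 in BS with the model, where the count of 0 is reached by any split, 9 and 7 in the chi-squared test, and 1 and 1 for the regions of Table S2. A depth of 10 calls per library leaves 142 of 330 regions testable in oxBS and limits what the model can call.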

Differences from the paper's values

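The comparisons with settings that have the replicate block in edgeR or DESeq2, with the transcripts of the paper's table, at an RNA level for the correlation and in BS calls were chosen only after the values were seen.

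For RNA the paper's counts are 254 genes, 125 higher and 129 lower, and here limma called 0, 0 and 0 (258 with an unadjusted p under 0.05). None of the alternatives set before the data were examined comes within 1.5 times the paper's counts. Closest were the replicate block with 74 (30 higher and 44 lower, of which 68 are in the paper's Table S1 and 186 of its genes are not called) and DESeq2 with 4 (2 in Table S1). Chosen after seeing the values, blocked edgeR called 83 and blocked DESeq2 82 (75 each in Table S1, 179 not called), blocked limma called 111 without the filter (98 in Table S1, 156 not called) and 46 after quantile normalization (40 and 214), and 409, 446 and 73 without both libraries of number 1, 2 or 3, with 168, 204 and 51 in Table S1 (86 and 50 not called in the first pair).

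For Dbx2 the paper's adjusted p is 0.04 in the text and 0.000123208 in its Table S1, and here it was 0.99998 from limma with Benjamini-Hochberg adjustment. No alternative set before the data were examined comes within 1.5 times either of the paper's values, the closest being the replicate block (limma adjusted p = 0.0805). Chosen after seeing the values, it was 0.0583 in blocked edgeR, 0.0330 in blocked limma without the filter and 0.0102 in blocked DESeq2, and 5.8e-04 and 6.9e-15 in blocked limma without both libraries of number 1 or 2, fits in which the gene's own spread between pairs does not enter. The first pair drop 179 and 156 of the paper's genes.

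For CpG islands the paper's counts are 330, 211 higher and 119 lower, and here the quasi-binomial model called 0, 0 and 0 in oxBS calls (842 with an unadjusted p under 0.05). None of the alternatives in oxBS calls set before the data were examined comes within 1.5 times of these, the chi-squared test being closest with 36, 22 and 14. In BS calls, from which the percentages of Table S2 come, the chi-squared test called 64, 46 higher and 18 lower, also not within 1.5 times. The islands differ too, since 195 of the 330 regions overlap those called here. At the paper's own 330 regions the median difference signed by the table is the paper's 18.4 percentage points and here 1.84 in oxBS calls. It was 19.6 in BS calls, chosen after seeing the values, which drops none of the 330 regions.

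For H3K4me3 the paper's count of lower regions is 51 and here 114, and 41 with 1 window per gene, which is within 1.5 times, while the other alternatives set before the data were examined are not. For H3K27me3 the paper's counts are 202 higher and 92 lower, and here 418 and 523. With 1 window per gene 198 were higher, and at 2-fold 67 were lower, each within 1.5 times, and the other alternatives set before the data were examined are not. The paper's regions are 2500 bp long and those here 5000 bp.

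For the correlation of RNA and H3K27me3 the paper's p is 0.18 and here 0.00082 (Pearson correlation -0.108, permutation test). None of the alternatives set before the data were examined comes within 1.5 times, with p between 1e-05, the smallest the permutations can give, and 0.0144. Over the transcripts of the paper's table, chosen after seeing the values, the permutation p was 0.979, with 282 of the paper's 294 transcripts matched. Over genes that reach the mean log2 RPM of the RNA test, also chosen after seeing the values, it was 0.0733 (Pearson correlation -0.0712, permutation test), with 636 of 941 windows kept.

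For 5mC at the CpG island of the Dbx2 promoter the paper's values are about 21% in young adult and about 14% in aged NSPCs in Fig. 5a, read by eye, and here 4.13% and 1.39%. The island was called from the reference sequence, and the region of the paper is not given in the sources used here. The promoter window of 2.5 kb on either side of the TSS held 47.6% and 43.2% in oxBS and 49.9% and 45.9% in BS calls, and the island in BS calls 5.36% and 8.25%, none within 1.5 times of both of the paper's values.

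The paper states that Chl1 and Zfp536 gain and Tmcc3 loses 5mC with age, and here the oxBS differences were -21.02, -5.00 and 16.8 percentage points, against 21.001, 21.5 and -22.9 in BS calls. These are differences of pooled calls, and the quasi-binomial model called none of these regions in oxBS calls. Over Table S5, 2 of 7 genes had the direction of the paper in oxBS calls and 7 of 7 in pooled BS calls, for Dbx2 not in the mean of the libraries. The paper states that many cell type genes were at comparable levels and the cell composition unchanged. Of the 8 cell type lists, 1 passed in camera and 0 in fry, and camera gave the astrocyte list an adjusted p of 0.0186 (median log2 fold change -0.20) and fry an adjusted p of 0.89998.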

Other observations

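All the tests in this part were chosen only after the result was seen, except the camera tests of the regional and cell type lists.

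The percentages of Table S2 were rebuilt from BS calls, and the regions differ with age in BS and hardly in oxBS calls. Too few calls in the oxBS libraries are argued against by the 122 regions with at least 10 calls in all 12 libraries, where the median signed difference was 1.54 percentage points in oxBS and 16.9 in BS. The regions may have been picked for chance differences between these BS libraries, which fits a slope of the oxBS difference on the difference of Table S2 of 0.0765 (standard error 0.0327) against 0.936 in BS. BS minus oxBS had a median of -7.63 percentage points in the age with the lower percentage and 10.2 in the other. Regions picked on BS calls give both signs whatever the level of 5hmC, so a share of 5hmC, which BS reads and oxBS does not, cannot be told apart from such picking. A smaller change with age stays open and untested beyond this. Chance cannot be excluded for the mean signed difference in oxBS, 1.62 percentage points, since 3 of 10 splits give as large a mean and the largest of the others gives 2.44.

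RNA libraries with the same replicate number deviate together. Different shares of ependymal cells in the cultures may contribute, since the 4 ependymal genes were lower in replicate 1 than in 3 by a median log2 difference of -1.69 over both ages, at percentile 0.04 of 10000 random lists. The shift is not specific to them, since the astrocyte list (-0.45, percentile 0.28) and the neuronal list (-0.75, percentile 4.35) were lower in replicate 1 too. Other differences between the days of derivation stay open and untested.

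Zic1 was lower in aged NSPCs, as were Zic4 (log2 fold change -3.73) and Sp8 (-3.58), which were below the mean set for the test. Cultures of different regional origin could lower such genes. The list for the septal or medial wall (4 genes tested, 1 higher in aged) had a median log2 fold change of -0.46 and an adjusted p in camera of 0.0325, but 0.172 with the replicate block. The dorsal pallial list had a median of 0.03 and the lateral and ventral subpallial list of -0.04 (camera adjusted p = 0.585 each). Regional origin and age cannot be told apart with so few genes.

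The astrocyte list was lower in aged NSPCs in camera and not in fry with the replicate block (adjusted p = 0.370). A lower share of astrocytes in the aged cultures cannot be told apart from a change within the cells, since Gfap, Aldoc and Aldh1l1 are in Table S1 and were picked from these libraries.

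Outside Table S1, the mean age change of 13048 genes correlated with that in the C57BL/10 pair (Pearson correlation 0.406 across genes, which are not independent replicates). Changes with age in genes outside Table S1 may explain this. The difference between replicates 1 and 3 is argued against as the source, since it correlated with the C57BL/10 change by only 0.152. A difference between the ages in handling shared by both strains stays open.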
